A study of Mus musculus with 2 samples. Its data were reported in "THEMIS attenuates MASH by suppressing disease-associated hepatocyte induction and hepatocyte senescence in mice" (2026).

How the data were processed

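Nuclei were isolated from the livers of male C57BL6/J mice that had been fed a MASH diet for 5 months, in which fat gave 40% and fructose 20% of the energy and cholesterol made up 2%, sorted, and sequenced as 3′ snRNA-seq on the 10x platform. There were 2 libraries, 1 per genotype: Flox (*Themis* flox/flox) and HKO (*Themis* Alb-Cre, in which Cre is driven by the albumin promoter in hepatocytes). Liver tissue of several mice of a genotype was pooled before nuclei were isolated, so that the animals of a library cannot be separated. The library labelled Flox also carries the word WT in its title; it was taken as Flox from its genotype field. With 1 library per group there was no replicate check: no test between the groups was possible, no p-values or standard errors are given, and no genes are counted as changed.

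The authors deposited a matrix of raw UMI counts per gene and nucleus barcode for each library, made with Cell Ranger 8.0.1 on the mm10 (GRCm38) reference transcriptome with intronic reads excluded. The counts carried no normalization. Each matrix held 32285 genes, and the lowest total of a barcode was 500 UMIs in either library. The gene-count filter described in the paper's methods had not been applied to them, since barcodes with fewer than 300 detected genes remained. The matrices do not tell whether doublets had been removed.

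Nuclei with at least 300 detected genes and genes detected in at least 3 nuclei were kept, after the study's methods. The highest-scoring doublets of each library were removed with Scrublet in scanpy 1.11.5 (30 components), at an expected rate of 0.8% per 1000 barcodes with at least 300 detected genes. The rate removed 701 barcodes of the Flox-labelled library (7.49%) and 920 of the HKO-labelled library (8.58%), where Scrublet's own cutoffs would have removed 758 and 560. Mitochondrial UMIs were not limited. The libraries were integrated in Seurat 5.3.0 (R 4.3.3) by canonical correlation analysis with 3000 variable features, 15 principal components and a resolution of 0.2. Hepatocytes, HSCs and macrophages were then clustered again in the same way, with all sub-type markers left out of the features, and in hepatocytes also the genes of the senescence list and *Themis*, so that the sizes of sub-clusters would not rest on the genes compared.

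Clusters were named from marker lists, and each name stands for a resemblance (hepatocyte-like, HSC-like and so on), shortened below to the name of the type. A name needed at least 3 markers of the type with at least 10 UMIs and a CPM at least 1.5 times a reference, after a prior of 5 CPM. CPM is the UMIs of a gene over all UMIs of the summed nuclei, on the usual CPM scale. For sub-clusters the reference was the other nuclei, and for broad clusters the median CPM of the other clusters. The 10 leading genes of a cluster are those with the highest ratio of CPM to the other nuclei among genes with at least 20 UMIs. For broad clusters that ratio was to the mean CPM of the other clusters. A broad cluster stayed unnamed when a second, unrelated type had at least 80% of its markers. Any cluster stayed unnamed when 3 or more leading genes were mitochondrial, or when none of its leading genes was a marker and its median depth was under that of its whole library divided by 3. A sub-cluster with 2 or more markers of another broad type among its leading genes could take that type's name, and was then left out of the type it came from. These last rules were settled after the clusters had been looked at. They left both HSC sub-clusters with activation markers unnamed, since these had no marker among their leading genes and a depth under the limit in the library labelled Flox, though not in that labelled HKO. The quiescent HSC sub-cluster had a like depth and was named through its leading genes. A macrophage sub-cluster met the rule for a name while immunoglobulin genes of plasma cells led it. These 3 sub-clusters are compared by number, which was chosen after they had been seen. Each clustering was run with a fixed random seed, and the sizes of sub-clusters depended on it.

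For each type and library the UMIs of all nuclei were summed and divided by their total to give CPM. Log2 ratios are of HKO-labelled over Flox-labelled CPM with a pseudocount of 1 CPM, while ratios and their intervals carry no pseudocount. Intervals are at the 95% level: exact Poisson intervals for CPM, exact conditional binomial intervals for ratios of CPM, exact Clopper-Pearson intervals for shares of nuclei, and 2000 Poisson draws for the medians of gene lists. They cover counting error only, not the difference between mice, livers or library preparations. A type without UMIs of a gene is given the limit that 3 counts of its total would allow. The share of nuclei with a UMI was taken after each nucleus had been thinned at random to 1000 UMIs, with shallower nuclei left out, and is given beside the same share in endothelial nuclei.

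The lists for de novo lipogenesis (DNL), fatty acid oxidation (FAO), senescence and proliferation are the study's own gene sets. The study filtered them on expression among hepatocytes, without naming the data used, and scored them in these libraries, so that their values cannot be taken as independent evidence. The lists of ERK targets, cholesterol synthesis genes, interferon-stimulated genes, immediate early genes, heat shock genes, clock genes, zonal genes and sex-linked genes were written before the data were examined, as were the markers, the comparisons, the rule for naming genes and the alternatives unless stated otherwise. A list was summarised as the median log2 ratio of its genes with at least 20 UMIs in the hepatocytes of both libraries together. The median was placed among those of 10000 random lists of the same size, matched on expression in 20 bins, which is a description of these libraries and no test between genotypes.

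The genes named are those the study names for this comparison, the 2 highest and 2 lowest genes of each list, and the genes at both ends of the log2 ratio (with 5 CPM added) among genes whose pooled CPM in a type was at least that in every other named type of at least 50 nuclei. In hepatocytes these were the 8 highest and 8 lowest of 2614 genes with at least 200 UMIs. In HSCs, macrophages and endothelial cells they were the 3 highest and 3 lowest of 775, 1286 and 855 genes with at least 100 UMIs. Gene positions are from the GENCODE M21 annotation of GRCm38 and matched by gene ID. Other genes are named where they lead a cluster. Some of the genes that these rules pick are not reported here.

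Alternatives covered the gene-count filter, doublets, mitochondrial UMIs, integration, resolution, clustering features, denominators of shares, pseudocount, scaling (TMM factors from edgeR 4.0.16, the mean of per-nucleus CPM, and a total without genes above 1% of UMIs), list filters and thinning depth. After the data had been seen, 3 further random seeds, a clustering without the interferon genes and alternatives for single genes other than TMM factors were added. Single genes were first compared under the alternatives with intervals that lacked the pseudocount; this was replaced by Poisson draws with the pseudocount, so that both sides of the comparison were on the same scale. The steps from sums to ratios were tested on simulated data with 200 changed genes. The interval held the true fold for 95.0% of the changed genes and the value 1 for 94.8% of 1000 unchanged genes, and 5.5% of 200 unchanged lists fell outside the middle 95% of their random lists. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.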

Results

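Gene expression in liver nuclei was measured by snRNA-seq in 2 libraries from mice with diet-induced MASH, 1 labelled Flox and 1 labelled HKO, in which *Themis* was to be deleted in hepatocytes. The library labelled Flox held 9363 nuclei and 58171337 UMIs, with a median of 6216 UMIs and 2618 genes per nucleus. The library labelled HKO held 10748 nuclei and 40475938 UMIs, with medians of 2227.5 UMIs and 1216 genes. After filtering, 8659 and 9801 nuclei remained, with median depths of 5959 and 1971 UMIs. Mitochondrial genes took 0.314% of UMIs in the library labelled Flox and 0.401% in that labelled HKO, and *Malat1* took 20.98% and 21.5%. Each library pooled the livers of several mice of 1 genotype, so that no value below has replicates and the genotype cannot be separated from any other difference between the libraries. Intervals are 95% intervals and cover counting error only. Pairs of values are given with the library labelled Flox first.

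*Themis* was examined first, to learn whether the libraries carried the loss that the label HKO names. *Themis* (ENSMUSG00000049109; GRCm38 chromosome 10, 28668360 to 28883818, plus strand) was higher, not lower, in hepatocyte nuclei of the library labelled HKO. There were 7487 UMIs in hepatocytes of the library labelled Flox, or 163 CPM (159 to 166), and 6819 UMIs in the library labelled HKO, or 247 CPM (241 to 253). The ratio was 1.52 (1.47 to 1.57), a log2 ratio of 0.60. Among the alternatives, keeping doublets moved it most, to 0.65. After thinning to 1000 UMIs, *Themis* was detected in 13.4% and 18.6% of hepatocyte nuclei, whose median depths before thinning were 7454.5 and 5837.5 UMIs. In endothelial nuclei, which should lack the gene and had median depths of 1312.5 and 947 UMIs, it was detected after thinning in 0 of 659 nuclei, which allows a share of up to 0.455%, and in 2 of 522 (0.383%). *Themis* in hepatocytes was therefore above the level of free RNA in both libraries. In T cells, where Alb-Cre should not act, it was at 277 CPM (204 to 369) and 349 CPM (277 to 434), a ratio of 1.26 (0.868 to 1.84), so that a difference was not detectable at this depth. The counts are summed per gene at the 3′ end and do not tell whether a deleted exon was present. All directions below are between the libraries as labelled, and none can be assigned to a loss of *Themis* from these counts.

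**Figure D1:**
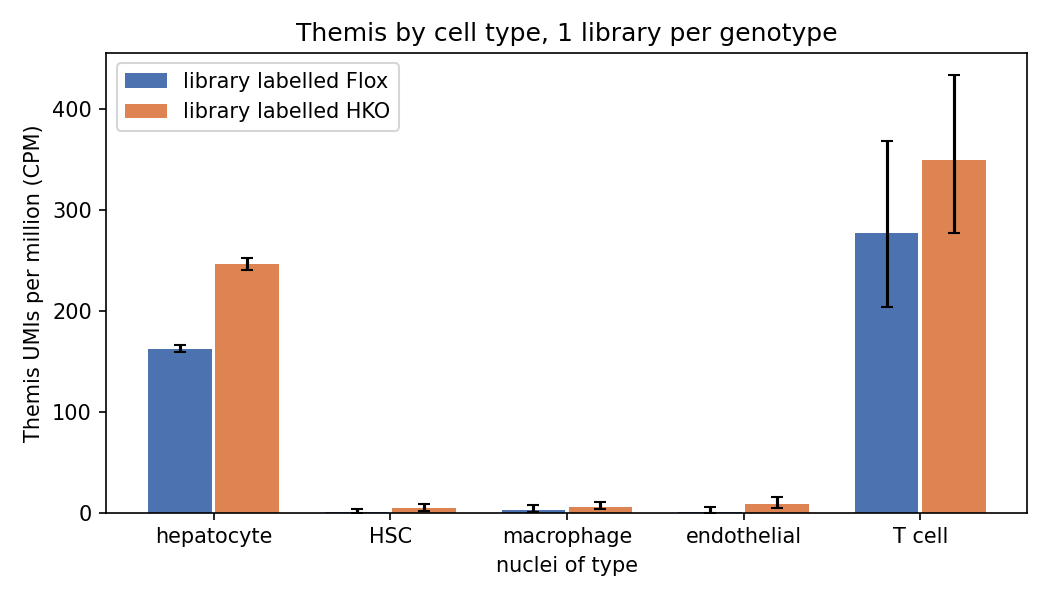
*Themis* CPM in hepatocytes, HSCs, macrophages, endothelial nuclei and T cells of the libraries labelled Flox and HKO, with exact 95% Poisson intervals. Hepatocytes were at 163 and 247 CPM and T cells at 277 and 349 CPM.

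The study compared the numbers of nuclei of each type between the genotypes. Hepatocytes made up 67.1% of nuclei (66.1 to 68.1) in the library labelled Flox and 45.6% (44.6 to 46.6) in that labelled HKO, a ratio of 0.679 (0.662 to 0.698). Requiring 500 detected genes moved this ratio most, to 0.726. Macrophages made up 5.83% (5.35 to 6.35) and 14.4% (13.7 to 15.1), a ratio of 2.47 (2.24 to 2.73). HSCs made up 9.41% (8.81 to 10.0) and 12.0% (11.4 to 12.7), a ratio of 1.28 (1.17 to 1.39), and their nuclei numbered 815 and 1179, which was 44.7% more. Shares add up to a fixed total, and a lower share of hepatocytes raises all others. Among non-hepatocyte nuclei the HSC ratio changed direction, to 0.773, while the macrophage ratio was 1.495. Cholangiocytes had the highest ratio of the named types with at least 50 nuclei per library, 3.58 (2.97 to 4.31), from 1.56% and 5.58% of nuclei. The ratio was 1.41 (1.29 to 1.53) for endothelial cells, 1.67 (1.38 to 2.02) for T cells and 1.79 (1.34 to 2.41) for proliferating nuclei. For B cells it was 1.06 (0.789 to 1.42), with no difference detectable at this depth. A cluster with plasma cell, dendritic cell and neutrophil markers, 223 and 324 nuclei, was left unnamed. Since whole tissue was pooled and sorted once per genotype, a difference in yield between the preparations has the same form as a difference in composition.

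**Figure D2:**
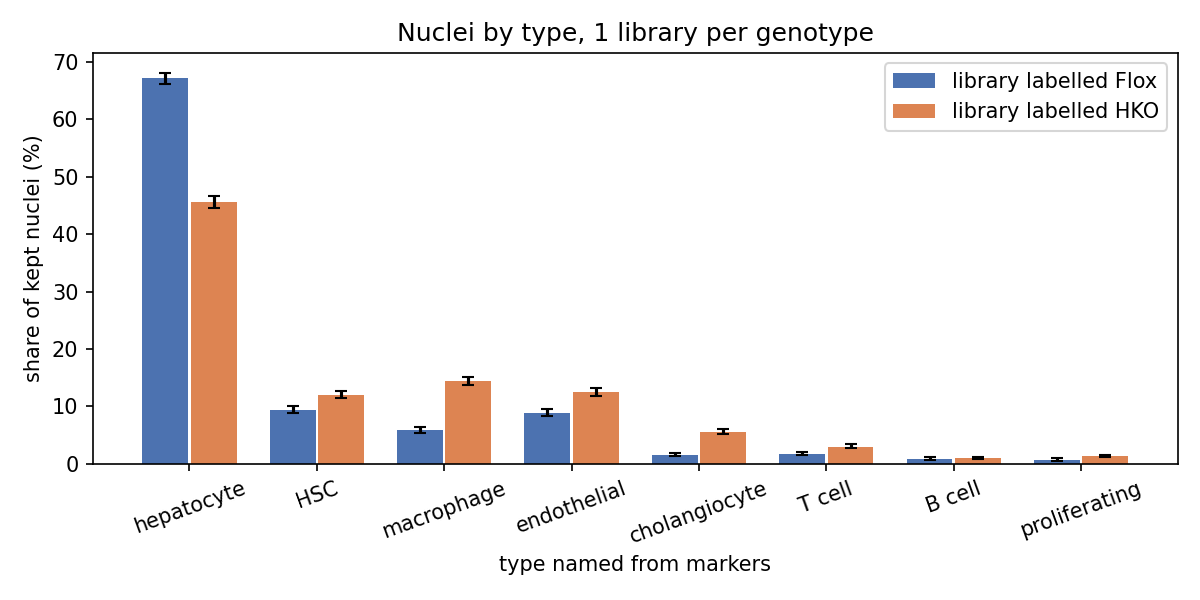
Share of each cell type among kept nuclei of the libraries labelled Flox and HKO, in percent, with exact Clopper-Pearson 95% intervals. Hepatocytes fell from 67.1% to 45.6%, and macrophages rose from 5.83% to 14.4%.

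Free RNA of hepatocytes was present in other types. *Alb* was at 2064 and 1599 CPM in hepatocytes and still at 1221 and 796 CPM in endothelial nuclei. Conversely, markers of macrophages reached 0.170% and 0.407% of their macrophage CPM in hepatocytes, markers of HSCs 0.132% and 0.225%, and those of endothelial cells 0.136% and 0.215%. The RNA of other types in hepatocyte droplets was thus higher in the library labelled HKO, where those types had more nuclei.

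Disease-associated hepatocytes (daHep) were compared because the study follows them through MASH. The hepatocyte sub-cluster with all 6 daHep markers held 160 nuclei of the library labelled Flox and 268 of that labelled HKO, or 2.75% (2.35 to 3.21) and 5.996% (5.32 to 6.73) of hepatocytes, a ratio of 2.18 (1.80 to 2.64). Its leading genes were mostly interferon-stimulated and chemokine genes (*Cxcl10*, *Rsad2*, *Ifit3*, *Ifit1*, *Gbp6*, *Ccl2*, *Cmpk2*, *Icam1*, *Nrg1* and *Gbp10*), and 1 of the 10 was a daHep marker. Leaving out integration moved the ratio most, to 24.7, but the sub-cluster then held 155 of 5811 hepatocytes of the library labelled Flox and 2940 of 4469 (65.8%) of that labelled HKO, and so was not the same class. Among all kept nuclei it was 1.48. A further pair of hepatocyte sub-clusters came almost wholly from the library labelled Flox (91.2% and 95.9% of their nuclei), so that integration did not bring all hepatocytes together. Their share ratios were 0.125 and 0.055, which raises the other shares of hepatocytes. The largest sub-cluster, left unnamed, made up 19.8% and 39.1% of hepatocytes, a ratio of 1.98 (1.86 to 2.11). The remaining zone 1-like and zone 3-like sub-clusters had ratios of 1.52 and 0.951. A higher share of hepatocytes was therefore not particular to daHep-like nuclei.

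A count that needs no sub-clusters gave the same direction. After thinning to 1000 UMIs, at least 2 of the 6 daHep markers were detected in 107 of 5796 hepatocyte nuclei (1.85%, 1.52 to 2.23) and in 211 of 4449 (4.74%, 4.14 to 5.41), a ratio of 2.57 (2.04 to 3.23). In endothelial nuclei the share was 1.97% (13 of 659) and 2.49% (13 of 522), but endothelial nuclei are no blank for these markers. *Nrg1* had a pooled 114 CPM there, against 44.0 in hepatocytes, and was detected in 5.16% and 4.02% of endothelial nuclei after thinning. The endothelial share therefore gives no level of free RNA for this count.

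Across hepatocytes the median log2 ratio of the 6 markers was 1.19 (1.08 to 1.31), above that of every random list (percentile 100). *Nrg1* (ENSMUSG00000062991; chromosome 8, 31814551 to 32884029) rose from 14.4 to 93.2 CPM, a ratio of 6.45 (5.92 to 7.03). *Sox4* rose from 0.521 to 6.15 CPM (24 and 170 UMIs), a ratio of 11.8 (7.66 to 18.9), and its log2 ratio of 2.23 fell to 1.37 with daHep-like nuclei left out. *Klf6*, *Anxa2* and *Jun* had ratios of 2.44 (2.29 to 2.60), 2.44 (2.04 to 2.92) and 1.48 (1.41 to 1.55), and *Gdf15* was lower, at 107 and 86.4 CPM, a ratio of 0.807 (0.768 to 0.848). *Gdf15* was also the only marker with its highest CPM in hepatocytes, so that the median restricted to such genes reversed to −0.31. With the daHep-like nuclei left out, the median was 1.07.

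The study reported lipid metabolism genes in these hepatocytes. The 17 DNL genes had a median log2 ratio of 0.61 (0.48 to 0.68), above every random list, with 13 genes higher and 4 lower in the library labelled HKO. *Acaca* (ENSMUSG00000020532; chromosome 11, 84129672 to 84401651) was at 129 and 318 CPM, a ratio of 2.47 (2.39 to 2.55), and *Fasn* (ENSMUSG00000025153; chromosome 11, 120805846 to 120824547) at 35.3 and 89.5 CPM, a ratio of 2.53 (2.38 to 2.70). *Elovl6* differed less, with a ratio of 1.14 (1.08 to 1.20). *Hsd17b12* and *Acss2* were lowest, with log2 ratios of −0.48 and −0.13. Restricting the list to the 14 genes with their highest CPM in hepatocytes moved the median most, to 0.25. The 25 FAO genes had a median of −0.25 (−0.28 to −0.21) at percentile 0.18, with 22 lower and 3 higher. *Acox2* and *Fabp1* were lowest, at −0.79 and −0.77, and *Hadhb* and *Acaa1a* highest, at 0.27 and 0.05. For scale, the 11221 genes with at least 200 UMIs in hepatocytes had a median log2 ratio of −0.02 and quartiles of −0.27 and 0.23.

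Senescence was the study's main question in hepatocytes. Of the 41 senescence genes, 30 had enough UMIs, and their median log2 ratio was 0.38 (0.27 to 0.49), above every random list, with 23 higher and 7 lower. The genes were scarce, with median values of 0.858 and 1.81 CPM, and 2 of the 30 had their highest CPM in hepatocytes. A pseudocount of 10 CPM lowered the median to 0.084, while requiring 100 UMIs per gene raised it to 0.73. *Cdkn1a* was among the highest, with a log2 ratio of 1.78, and *Sema3f* and *Gdf15* were lowest, at −0.33 and −0.31. *Cdkn1a* (ENSMUSG00000023067; chromosome 17, 29090976 to 29100727) was at 11.4 and 41.6 CPM, a ratio of 3.66 (3.29 to 4.06). After thinning it was detected in 1.07% and 3.71% of hepatocyte nuclei, against 1.37% and 0.958% of endothelial nuclei. Endothelial nuclei carried *Cdkn1a* at 26.2 and 14.4 CPM and are no blank for it. Within the library labelled Flox, *Cdkn1a* was at 30.9 CPM (22.2 to 41.9) in daHep-like nuclei and 10.8 (9.86 to 11.8) in other hepatocytes. In the library labelled HKO it was at 107 CPM (91.9 to 125) and 37.6 (35.2 to 40.0). The summed senescence genes were at 696 and 1178 CPM in daHep-like nuclei and at 224 and 300.2 CPM in other hepatocytes. *Gdf15*, with 4929 and 2390 UMIs in all hepatocytes, is in this sum and is also 1 of the 6 markers by which the daHep-like sub-cluster was named, so that part of the higher sum follows from the naming.

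Proliferation genes were compared because the study scored them in these hepatocytes, and ERK targets because it linked ERK signalling to THEMIS. The 42 proliferation genes had a median log2 ratio of 0.27 (0.20 to 0.35) at percentile 99.99, with 33 higher and 9 lower. *Ccnd1* and *Mki67* were highest, at 1.94 and 1.84, and *Mcm7* and *Cdk4* lowest, at −0.58 and −0.56. *Mki67* rested on 49 and 177 UMIs. *Pcna* was at 7.63 and 8.64 CPM, a ratio of 1.13 (0.958 to 1.34), with no difference detectable at this depth. The 14 ERK targets with enough UMIs, of 17, had a median of 0.41 (0.25 to 0.53) at percentile 99.96, with 10 higher and 4 lower; 3 of them are in another list. *Ccnd1* and *Ier3* (1.67) were highest, and *Phlda1* and *Etv4* lowest, at −0.77 and −0.64. Both medians fell with a pseudocount of 10 CPM, to 0.094 and 0.096. Both reversed when restricted to genes with their highest CPM in hepatocytes, to −0.45 for the 1 proliferation gene left and −0.48 for the 2 ERK targets left.

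**Figure D3:**
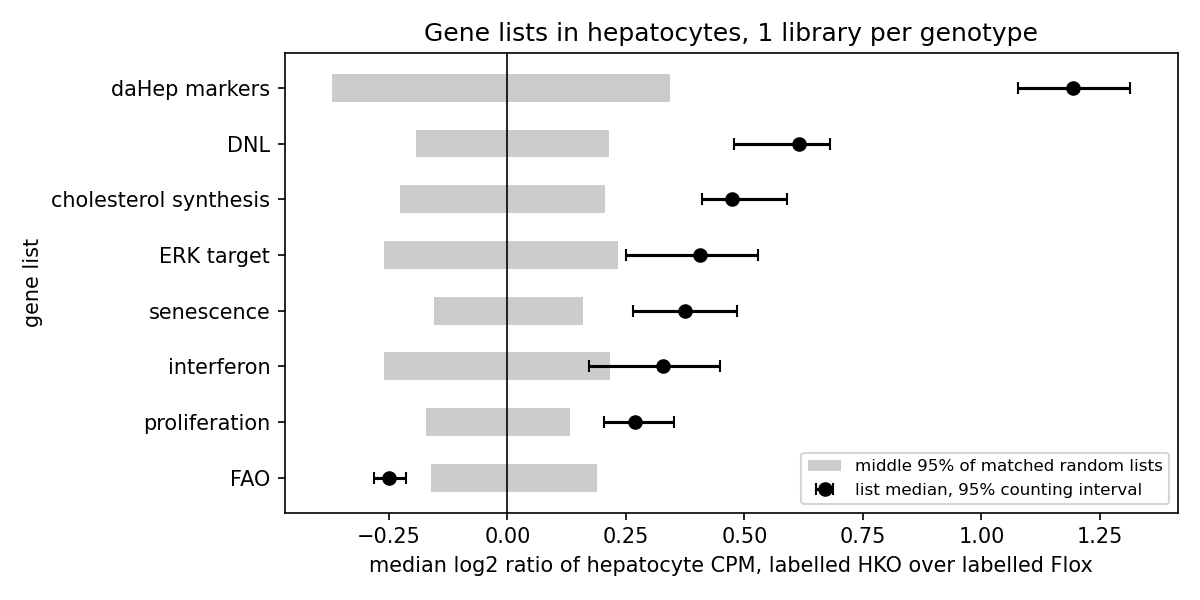
Median log2 ratio of gene lists in hepatocytes, library labelled HKO over library labelled Flox, with 95% counting intervals and the middle 95% of 10000 matched random lists. The lists drawn are daHep markers, DNL, FAO, senescence, proliferation, ERK targets, cholesterol synthesis and interferon-stimulated genes. Of the lists drawn, the daHep markers were highest at 1.19, DNL was at 0.61 and FAO at −0.25.

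HSCs were examined for activation. Of the HSC sub-clusters, 1 resembled quiescent HSCs (682 and 863 nuclei). The other 2 carried 5 and 4 of 8 activation markers, but had none of them among their leading genes, and together held 133 and 316 nuclei, which was 137.6% more. This was 16.3% (13.8 to 19.0) and 26.8% (24.3 to 29.4) of HSCs, a ratio of 1.64 (1.37 to 1.97), and 2.10 among all kept nuclei. *Col1a1* (ENSMUSG00000001506) was at 396 and 492 CPM, a ratio of 1.24 (1.12 to 1.38), and *Col1a2* (ENSMUSG00000029661) at 658 and 926 CPM, a ratio of 1.41 (1.30 to 1.53). *Rgs5*, a marker of the quiescent state, had a ratio of 1.18 (1.04 to 1.33). *Acta2* had 10 and 8 UMIs, a ratio of 0.691 (0.237 to 1.94), with no difference detectable at this depth. By the rule on expression, *Hpca*, *Dclk1* and *Emp1* were highest in HSCs, with log2 ratios of 2.61, 2.12 and 1.36. *Fcna*, *Islr* and *Ifitm1* were lowest, at −1.93, −1.66 and −1.58.

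Macrophages were divided into a sub-cluster that resembled Kupffer cells (384 and 742 nuclei) and a sub-cluster with all 7 *Trem2*+ markers (121 and 672 nuclei, a ratio of 5.55). The latter made up 24.0% (20.3 to 27.9) and 47.5% (44.9 to 50.2) of macrophages, a ratio of 1.98 (1.68 to 2.34). Its leading genes were *Iglc3*, *Igha*, *Il7r*, *Jchain*, *Igkc*, *Adam8*, *Cd93*, *Ahnak*, *Cxcl2* and *Mmp12*, of which 3 are plasma cell markers and 1 is a *Trem2*+ marker. Without integration the ratio was 3.82, and among all kept nuclei 4.91. *Trem2* (ENSMUSG00000023992) was at 71.7 and 164 CPM in macrophages, a ratio of 2.29 (1.79 to 2.96). *Gpnmb* and *Mmp12* had ratios of 2.33 (2.04 to 2.67) and 2.95 (2.65 to 3.29). The log2 ratios of these genes were 1.18 for *Trem2*, 1.22 for *Gpnmb* and 1.56 for *Mmp12*. Under the alternatives they ranged from 1.15 to 1.85, from 1.17 to 1.98 and from 1.55 to 2.14. *Atp6v0d2*, *Fbxo32* and *Gm21188* were highest by the rule, at 1.84, 1.82 and 1.80 on the log2 scale. The lowest genes were *Cxcl13*, from 163 to 3.49 CPM, *Marco*, from 341 to 21.9 CPM, and *Cd163*, from 359 to 26.9 CPM, and all 3 were among the markers or leading genes of the Kupffer-like sub-cluster.

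The study cited earlier work that ties hepatocyte senescence to BMP4 and Gremlin 1. It described *Bmp4* and *Grem1* as largely unchanged without THEMIS, and proposed that the pathways act independently. Here *Bmp4* was compared in hepatocytes, HSCs and endothelial nuclei. Of these types, endothelial nuclei had its highest ratio, 2.43 (1.72 to 3.50), from 40.7 and 99.1 CPM. In HSCs its ratio was 0.816 (0.617 to 1.08) and in hepatocytes 1.11 (0.804 to 1.52), with no difference detectable at this depth in either. *Grem1* had 0 UMIs in the HSCs and endothelial nuclei of both libraries, which allows up to 1.97 and 1.70 CPM in HSCs and 2.72 and 2.40 CPM in endothelial nuclei. *Kcnj2*, *Bmp4* and *Edn1* were the highest endothelial genes by the rule, at 1.83, 1.26 and 1.11, and *Cyp26b1* and *1110018N20Rik* were among the lowest, at −1.44 and −1.33. In T cells, *Lag3* had 2 and 19 UMIs, a ratio of 6.94 (1.67 to 61.4), and *Havcr2* had 3 and 15 UMIs, a ratio of 3.65 (1.03 to 19.7). *Pdcd1* had 7 and 11 UMIs, with no difference detectable at this depth (1.15, 0.406 to 3.49). For *Havcr2*, *Lag3* and *Pdcd1* the study found no significant difference in HKO livers by qPCR, which measures whole liver and not T cells.

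By the rule on expression, the hepatocyte genes at the upper end were *Cyp2b9* (4.93 and 73.6 CPM), *Cyp2a4*, *Chrna4* (0.695 and 26.0 CPM), *Slco1a4* (54.0 and 303 CPM), *Cyp2c38* (57.1 and 248 CPM), *Pklr* (25.2 and 114 CPM), *Slc22a27* (1.15 and 17.5 CPM) and *Fdps* (14.3 and 61.6 CPM). *Cyp2a4* had 2 and 638 UMIs, a ratio of 531 (146 to 4394). At the lower end, *Mup7* was 106-fold lower in the library labelled HKO, *Mup1* 84.3-fold, *Mup11* 65.0-fold, *Serpina1e* 40.9-fold, *Mup12* 28.5-fold, *Mup17* 27.8-fold, *Selenbp2* 19.3-fold and *Mup9* 17.9-fold. With TMM factors, 16 of 16 genes were the same. Reads of the *Mup*, *Cyp*, *Serpina1* and *Slc22a* families can be shared between near-identical paralogs, so that which member differed is uncertain.

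Of the other lists, cholesterol synthesis genes had a median log2 ratio of 0.47 (0.41 to 0.59) at percentile 99.99, with 18 of 19 genes higher. *Fdps* was highest, at 2.04, and *Mvk* and *Hsd17b7* were near 0, at −0.09 and 0.05. Immediate early genes had a median of 0.56 (0.37 to 0.62) at percentile 99.99, from *Ier3* and *Gadd45g* (1.51) to *Ier2* (−0.60) and *Junb* (−1.22). Interferon-stimulated genes had a median of 0.33 (0.17 to 0.45) at percentile 99.7, with 10 higher and 5 lower. *Rsad2* and *Ifit2* were highest, at 1.70 and 1.69, or 0.52 and 1.33 with daHep-like nuclei left out, and *Irf7* and *Oasl1* lowest, at −0.77 and −0.34. Zone 3 genes had a median of −0.49 (−0.53 to −0.45) at percentile 0.16, from *Glul* (0.28) and *Slc1a2* (0.05) to *Rgn* (−0.92) and *Cyp1a2* (−0.94), and zone 1 genes a median of 0.02 (−0.03 to 0.07), from *Hsd17b13* (0.55) and *Sds* (0.43) to *Cyp2f2* (−0.67) and *Hal* (−0.69). Heat shock genes had a median of 0.17 at percentile 89.19, from *Hspa8* (0.65) and *Hsp90aa1* (0.49) to *Hspe1* (−0.03) and *Hspd1* (−0.17). Clock genes had a median of 0.16 at percentile 90.16, from *Nr1d1* and *Nr1d2* (both 0.62) to *Cry1* (−0.47) and *Nfil3* (−0.69). The 5 sex-linked genes had a median of 0.34 at percentile 94.93, inside the middle 95% of random lists, as were the heat shock, clock and zone 1 medians.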

Values the study reported

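For each library the study pooled liver tissue from 4 mice. It gave the rise of HSC numbers in the knockout as approximately 46% and that of *Col1a1*+ activated HSCs as 107%. It described the expansion of *Trem2*+ macrophages as nearly 4 folds. The figures for HSCs are changes in cell counts, and the report gives the numbers of nuclei beside the shares for that reason. The sub-clusters rebuilt here are not the study's own classes, so that no direction of difference is called for them.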

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

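The 3 random seeds, the clustering without the interferon genes and the alternatives for single genes other than TMM factors were tests chosen only after the results had been seen. Recomputing the 14 results of the comparisons under the alternatives gave 174 values. Of these, 143 stayed inside the counting interval of the value reported, 27 kept their direction and moved outside it, and 4 changed direction. No paired analysis was possible because each genotype had 1 library of pooled mice, and there was no replicate to leave out. The intervals cover counting error only, so that staying inside them says nothing about the spread between mice.

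The log2 ratio of *Themis* stayed between 0.56 and 0.65 under all 13 alternatives, and the FAO median between −0.25 and −0.23 under all 15. TMM factors were 1.0015 and 0.9985 and moved nothing, which says little about scaling.

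The changes of direction came from a denominator and from 1 list filter. With non-hepatocyte nuclei as the denominator the HSC share ratio reversed to 0.773 and the macrophage ratio fell to 1.495, since the hepatocyte share itself differed. Keeping only list genes with their highest CPM in hepatocytes reversed the ERK target median to −0.48 (2 genes), the daHep marker median to −0.31 (1 gene) and the proliferation median to −0.45 (1 gene), and lowered the DNL median to 0.25 (14 genes). The small numbers of genes left account for what the first 3 medians rest on, and the cause of the difference from the full lists was not tested by this setting.

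A pseudocount of 10 CPM lowered the medians to 0.58 for the daHep markers, 0.43 for DNL, 0.10 for ERK targets, 0.094 for proliferation and 0.084 for senescence. This follows from its construction, since it shrinks the ratios of scarce genes. Requiring 100 UMIs per gene raised the senescence median to 0.73. The proliferation median, 0.27, was 0.19 with at least 500 genes per nucleus, 0.19 at resolution 0.4, 0.19 without nuclei over 5% mitochondrial UMIs, 0.19 with random seed 2 and 0.20 with random seed 3; the cause was not tested. Leaving out daHep-like nuclei lowered the daHep marker median to 1.07.

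Sub-cluster sizes depended on the clustering. Without integration the ratio was 24.7 for daHep-like nuclei, where the sub-cluster took in 65.8% of the hepatocytes of the library labelled HKO and was no longer the same class, 3.82 for the macrophage sub-cluster and 2.35 for the HSC sub-clusters; the cause was not tested. The daHep-like share ratio, 2.18, was 3.13 with all variable features, 2.64 without the interferon genes, and 2.51, 2.71 and 2.22 with random seeds 1, 2 and 3; its nuclei numbered 130, 177 and 157 in the library labelled Flox and 252, 368 and 268 in that labelled HKO. With all kept nuclei as the denominator the ratios were 1.48 for daHep-like nuclei, 2.10 for the HSC sub-clusters and 4.91 for the macrophage sub-cluster, where the denominator itself differed between the libraries. The macrophage share ratio fell to 1.95 with doublets kept, and the hepatocyte share ratio rose to 0.726 with at least 500 genes per nucleus; the causes were not tested. The co-detection ratio, 2.57, was 2.03 when nuclei were thinned to 2000 UMIs and 3.30 with random seed 1, where thinning drew other UMIs.

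For 102 single genes, 1104 values were computed under alternatives. Of these, 1057 stayed inside the counting interval, 47 moved outside it, and none of the genes whose interval excluded 0 changed direction. Most of the moves came from the mean of per-nucleus CPM (20 genes), from leaving out daHep-like nuclei (11) and from keeping doublets (10).

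Depth limits several results. The library labelled Flox had 2.79 times the median UMIs per nucleus of that labelled HKO, so that unthinned shares of nuclei with a UMI cannot be compared. Thinning left out 113 endothelial nuclei of the library labelled Flox and 709 of that labelled HKO, which leaves the endothelial shares resting on few nuclei. *Acta2*, *Grem1* and the T cell genes had too few UMIs for a direction or for a narrow interval.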

Other observations

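The tests of exchanged labels, of female mice and of the sex-biased programme were tests chosen only after the result was seen. So were those of paralogs in the lists of the sex-biased programme, of the clock arms and of *Themis* along the zones. The counting intervals of the RNA subtraction and its version without proliferating nuclei were also added after its result was seen. Before that, RNA of other types had been read as argued against for senescence and as fitting for proliferation. Both readings were then changed to undecided.

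*Themis* was not lower in hepatocytes of the library labelled HKO, with a ratio of 1.52. An exchange of labels between the libraries, with a deletion that removes the counted transcript, would leave the library labelled Flox without hepatocyte *Themis*. There the hepatocyte CPM was 180 times (179.7; 32.2 to 7100) that of endothelial nuclei, which argues against it, and the factor was 28.0 in the library labelled HKO. RNA of T cells in hepatocyte droplets is argued against by 10 T cell markers, whose hepatocyte CPM was a median of 0.0396% of that in T cells and 0.151% at most, where *Themis* reached 60.9%. Another mix of hepatocyte sub-clusters is argued against as well, since the ratio was at least 1.28 within each of the 5 sub-clusters with over 100 nuclei per library. The highest ratio, 25.7, was in sub-cluster 3, which held 113 nuclei of the library labelled HKO; there the zone 3 and proliferation medians were also higher, at 0.98 and 2.38, so that its nuclei were themselves another mix and its ratio does not count against one. A recombined allele whose transcript is still counted cannot be told apart from an intact gene, because the matrices hold 1 value per nucleus for *Themis* and none per exon. A single wrong label, such as a HKO label on tissue without recombination, also stays open and was not tested. Loss of the protein from a transcript that persists may therefore be the reason, as may a wrong label, and the counts do not decide between them.

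Within hepatocytes *Themis* followed the lobule less steeply in the library labelled HKO. There were 2 zone 1-like and 2 zone 3-like sub-clusters. In the zone 1-like sub-cluster shared by both libraries, sub-cluster 1, it had 28 and 450 UMIs, or 3.25 and 51.6 CPM, a ratio of 15.9 (10.9 to 24.2), while in the shared zone 3-like one, sub-cluster 2, it was at 297 and 425 CPM. Sub-clusters 3 and 4, which came almost wholly from the library labelled Flox, were left out of the ratios below; *Themis* was at 6.83 and 175 CPM in sub-cluster 3, named zone 1-like by 4 of 7 markers while none was among its leading genes, which included *Saa1*, *Top2a*, *Dtl* and *Uhrf1*, and at 329 and 414 CPM in sub-cluster 4 (zone 3-like). Zone 3 was 91.4-fold over zone 1 in the library labelled Flox and 8.23-fold in that labelled HKO, for *Themis*. The ratio also fell for 5 of the 8 zone 3 genes, such as *Lect2* (17.0 to 4.96), *Cyp2e1* (12.3 to 5.59) and *Gulo* (17.3 to 8.83), and it rose for *Glul* (97.6 to 109.6), *Oat* and *Slc1a2*, so that a flatter gradient was not specific to *Themis*. Zone 3 nuclei placed in the zone 1-like sub-cluster would bring other zone 3 genes with them. The 8 zone 3 genes moved by a median of −0.0805% of their zone 3 level, against a rise of 11.4% for *Themis*, although *Lect2*, *Gulo* and *Cyp2e1* rose by 7.43%, 4.97% and 4.84%. The study found *Themis* raised in midlobular as well as pericentral hepatocytes. No sub-cluster was named zone 2-like, and a median over zone 3 genes cannot exclude midlobular nuclei in the zone 1-like sub-cluster. That explanation was not tested and stays open. Free *Themis* RNA is argued against as the whole source, since endothelial nuclei of that library had 17.0% of the sub-cluster's CPM and an upper bound of 15.7 CPM. A change of where *Themis* is transcribed, or a weaker zonation of several genes, may remain as a hypothesis; the mice behind it are those of 1 library per group, and the genotype was not tested apart from the library.

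Many of the hepatocyte genes at the ends of the log2 scale are known as sex-biased in mouse liver, although all mice were male. Lists of sex-biased genes were then written, and genes that had already been seen as leading genes of clusters, named genes or markers were left out of the test. The 13 male-biased genes left had a median log2 ratio of −0.82 (−0.95 to −0.73), with 11 lower. Female-biased genes are scarce in male liver, and a minimum on the UMIs of both libraries favours those that rose. With the minimum set on the library labelled Flox alone, 5 of the 21 female-biased genes were left, with a median of 0.89 (0.74 to 1.22) and 5 higher. These lay at percentiles 0 and 99.81 of random lists. The difference between the medians was 1.71, as a shift of the sex-biased programme would give, although the female-biased part rests on few genes. Nuclei of female mice in the library labelled HKO are argued against, since 4 Y-linked genes were 1.22 times higher there (1.20 to 1.24). *Xist* was at 1.09 and 1.91 CPM and was detected in 3 of 2847 and 5 of 5331 non-hepatocyte nuclei. For the male-biased genes, reads shared between near-identical paralogs are argued against as the whole cause. The 6 genes outside multigene families had a median of −1.09 (−1.21 to −0.96), with 5 lower. These 6 were taken from the whole male-biased list of 16 genes, with genes already seen, such as *Elovl3*, kept in. This part therefore does not rest on unseen genes alone. For the female-biased genes, reads shared between near-identical paralogs cannot be told apart from a rise, because 1 gene outside multigene families had enough UMIs in the library labelled Flox. A shift of the male programme towards the female one is a candidate explanation. Its origin, such as stress, disease stage, housing or the genotype of the pooled mice, was not tested.

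DNL genes were higher in the library labelled HKO, with a median of 0.61. Another mix of sub-clusters is argued against as the whole cause by the sub-clusters with over 100 nuclei per library. The median stayed between 0.14 and 0.59 within them, with sub-cluster 3 left out. The lowest, 0.14, was in sub-cluster 0, the largest. It lay inside the middle 95% of the random lists for all hepatocytes (−0.19 to 0.21), so that a rise there cannot be told apart from random lists. Sub-cluster 3, at 0.64, does not count here, since its nuclei were themselves another mix. The lower values leave part of the difference open to another mix, and the sub-clusters were themselves built with DNL genes among their features. Tissue collected at another clock phase cannot be told apart from a genotype effect. The medians of opposite arms of the clock differed by 0.56, with −0.35 for 4 genes and 0.21 for 11. Each arm lay inside the middle 95% of its random lists. There was no reference for the difference that a shift of clock phase would give, so that a shift of any size stays open. A difference in feeding state before collection was not tested.

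The daHep markers were higher across hepatocytes, with a median of 1.19. More nuclei of the daHep-like sub-cluster, with unchanged other hepatocytes, is argued against as the whole cause, since the median was 1.07 with those nuclei left out. The sub-cluster was made without the daHep markers among its features, so that nuclei with these markers may lie in other sub-clusters. A larger number of such nuclei is therefore not excluded. RNA of other types in hepatocyte droplets was estimated from the markers of each type and subtracted, after which the median was 1.19 (1.07 to 1.31). Of the 6 markers, *Jun* and *Klf6* are also immediate early genes, which leaves open for these an immediate early response of 1 preparation, and the genotype effect itself was not tested.

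The same subtraction gave other outcomes for the scarcer lists. The senescence median fell from 0.38 to 0.11 (0.02 to 0.27), so that RNA of other types may account for much of it; since the interval reaches from near 0 to most of the original median, the explanation cannot be told apart from a rise within hepatocytes. The proliferation median fell to 0 (0 to 0.07) after subtracting the RNA of other cell types in hepatocyte droplets, proliferating nuclei included, and was 0.25 (0.18 to 0.33) without the proliferating nuclei. The subtraction set 5 of the 42 proliferation genes and 3 of the 30 senescence genes to 0 in both libraries; they enter as log2 ratios of 0, which pulls these medians towards 0. Proliferating nuclei are defined by 7 markers, of which 5 are in the list itself, and may be hepatocytes in division, so that the test is circular and the explanation cannot be told apart from proliferation of hepatocytes. For ERK targets the median was 0.35 (0.19 to 0.51) after subtraction, against 0.41 before, which argues against RNA of other types as the whole cause. The subtraction assumes that the marker genes of a type stand for all of its RNA.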
